# Peroxisome function relies on organelle-associated mRNA translation

**DOI:** 10.1126/sciadv.abk2141

**Published:** 2022-01-12

**Authors:** Noa Dahan, Yury S. Bykov, Elizabeth A. Boydston, Amir Fadel, Zohar Gazi, Hodaya Hochberg-Laufer, James Martenson, Vlad Denic, Yaron Shav-Tal, Jonathan S. Weissman, Naama Aviram, Einat Zalckvar, Maya Schuldiner

## Abstract

Crucial metabolic functions of peroxisomes rely on a variety of peroxisomal membrane proteins (PMPs). While mRNA transcripts of PMPs were shown to be colocalized with peroxisomes, the process by which PMPs efficiently couple translation with targeting to the peroxisomal membrane remained elusive. Here, we combine quantitative electron microscopy with proximity-specific ribosome profiling and reveal that translation of specific PMPs occurs on the surface of peroxisomes in the yeast *Saccharomyces cerevisiae*. This places peroxisomes alongside chloroplasts, mitochondria, and the endoplasmic reticulum as organelles that use localized translation for ensuring correct insertion of hydrophobic proteins into their membranes. Moreover, the correct targeting of these transcripts to peroxisomes is crucial for peroxisomal and cellular function, emphasizing the importance of localized translation for cellular physiology.

## INTRODUCTION

Peroxisomes are central metabolic organelles whose maturation and function depends on efficient and accurate targeting of peroxisomal membrane proteins (PMPs). Correct targeting of PMPs enables completion of peroxisome maturation and function, import of peroxisomal luminal (matrix) proteins, and transfer of metabolites (*1*–*3*). Despite their crucial roles, the targeting routes for the majority of PMPs are unknown. Mutations in many of these PMPs result in severe rare disorders (*4*). Moreover, it is recently becoming evident that suboptimal peroxisomal function is not restricted to rare genetic events but correlates with aging and underlies a broad spectrum of pathological conditions from viral infectivity through cancer (*5*).

The current paradigm suggests that PMPs are targeted to peroxisomes by either of two paths. One, an indirect pathway, begins with PMPs being targeted to the endoplasmic reticulum (ER) from which they exit on pre-peroxisomal vesicles (PPVs) that later mature to, or fuse with, functional peroxisomes. The second, a direct path, involves PMP synthesis in the cytosol followed by posttranslational targeting to the peroxisome (*6*). In both of these scenarios, the accepted model is that PMP targeting depends on the essential biogenesis factor Pex19.

Pex19 is a cytosolic chaperone that binds several PMPs (in yeast: Pex3, Pex10, Pex11, Pex13, and Pex22 have all been shown to rely on Pex19 for their targeting) and escorts them to their final destination (*7*–*10*). For many years, the function of Pex19 was thought to explain the targeting of all PMPs. However, multiple lines of evidence are now accumulating to suggest that PMP targeting is more complicated and intricate than previously thought. First, although a Pex19 binding motif was found (*7*), many membrane proteins do not have it, nor have they been shown to bind Pex19; second, some PMPs, also of those that bind Pex19, can be targeted to peroxisomes or PPVs independently of Pex19 (*11*); third, Pex19 also targets a subset of mitochondria and lipid droplet membrane proteins (*12*, *13*), implicating it as a multifunctional chaperone. Therefore, we reasoned that particular PMPs may be targeted to the peroxisomal membrane by a Pex19-independent alternative route.

Conceptually, membrane proteins translated freely in the cytosol and targeted only posttranslationally increase the danger of being mistargeted or aggregated, both bearing toxic effects on cells (*14*, *15*). Therefore, it stands to reason that such highly hydrophobic proteins will depend on organelle-associated translation (which we here will also term localized translation). In such events, particular mRNA transcripts are translated proximal to the target membranes of their resulting proteins, thus averting their requirement to travel through the cytosol to target correctly. Studies aimed to reveal the extent and mechanisms of localized translation have focused mostly on the ER where translation is often coupled with translocation through the ER membrane (*16*, *17*) as well as on mitochondria and chloroplasts (*18*–*21*). As for peroxisomes, this phenomenon remained unstudied.

The possibility that peroxisomal protein targeting can occur by localized translation was raised to explain the observations that the mRNAs of several PMPs were visualized as colocalizing with peroxisomes using an in vivo mRNA tagging approach (MS2 loops, *MS2L*) (*22*). Special attention was given to Pex14, an abundant PMP that is a crucial component of the peroxisome import machinery and is essential for peroxisome biogenesis (*23*, *24*). A high percentage of *PEX14-MS2L* mRNA transcripts were shown to colocalize with peroxisomes; however, their localization was shown to be partly dependent on Pex14 translation (*22*). Because Pex14 contains a Pex19 binding domain at its N terminus (*7*), the most trivial explanation would be that Pex19 binds the nascent Pex14 and targets it to peroxisomes during translation, bringing the entire translating ribosome and mRNA with it. In this scenario, the mRNA localization to peroxisomes would simply be a by-product of Pex19-mediated targeting. Hence, the observation of localized mRNA transcripts did not provide an answer to the long-standing question—Is there a Pex19-independent pathway for PMPs to be correctly targeted to the peroxisomal membrane?

## RESULTS AND DISCUSSION

We set out to answer this question in the model organism, the yeast *Saccharomyces cerevisiae*, that has been shown to have the same peroxisomal targeting components as are found in human cells (*25*). We decided to first focus on Pex14 because its mRNA was shown to be localized to peroxisomes and because it can be targeted to PPVs even in the absence of Pex19 (*22*, *26*). If Pex14 is targeted by Pex19 alone and this is the reason that its mRNA accumulates in proximity to peroxisomes, then mRNA localization to peroxisomes should be dependent on translation in general—specifically, translation of *PEX14* mRNA—and on the presence of Pex19. To rigorously test this hypothesis, we performed three complementary experiments. First, we arrested global cellular translation by adding the translation inhibitor cycloheximide (CHX) and assayed the effects on colocalization of *PEX14* transcripts with peroxisomes. To avoid adding long stretches of sequence to the 3′ untranslated region (UTR), as is done in the *MS2L* method, we detected superfolder green fluorescent protein (sfGFP)–tagged *PEX14* mRNA by single-molecule RNA fluorescence in situ hybridization (smRNA-FISH) (*27*). We verified that the CHX treatment blocked translation by the decrease of sfGFP-Pex14 expression levels (fig. S1). However, despite the reduction in translation, the percentage of peroxisomes that colocalized with *sfGFP-PEX14* mRNA before and after CHX treatment remained the same (~30%) and higher than the negative control (Fig. 1, A and B). Hence, colocalization of *PEX14* mRNA with peroxisomes was independent of global translation. Next, we prevented the translation of *sfGFP-PEX14* by deleting its initiating methionine (∆ATG) on a single, genomically expressed, copy in cells expressing also the native *PEX14* gene (to ensure that functional peroxisomes still exist). Although sfGFP-Pex14 was not expressed in the absence of its ATG (fig. S2), here, too, we observed no reduction in colocalization of *sfGFP*-*PEX14* mRNA with peroxisomes (Fig. 1, C and D). This supported our proposition that the localization of *PEX14* transcripts to peroxisomes is independent of protein translation. Third, to determine whether the chaperone Pex19 has a role in the peroxisomal localization of *PEX14* mRNA, we expressed *PEX19* under the galactose inducible/glucose repressible promoter (*GALpr*) because complete deletion of Pex19 results in no peroxisomes and inability to track any localization events. As this experiment requires tracking a dynamic process, we visualized the localization of *PEX14* mRNA by the MS2L system that allows in vivo imaging of mRNA granules (*28*). To verify our results, we also performed this experiment on an additional PMP transcript that was shown to colocalize with peroxisomes, *PEX11-MS2L* (*22*). As expected for both, when Pex19 expression was restored by growth in galactose and mature peroxisomes started to appear, the mRNA granules colocalized with them. Even when Pex19 was fully repressed by growth in glucose, and Pex19 absence was verified by inability of mature peroxisomes to form (fig. S4), we could still detect mRNA granules (Fig. 1, E and F). Moreover, time-lapse experiments showed that these granules mark sites of subsequent formation of mature peroxisomes (fig. S3) and are fully associated with PPVs (Fig. 1G), known to exist in the absence of Pex19 (*10*).

**Fig. 1.**
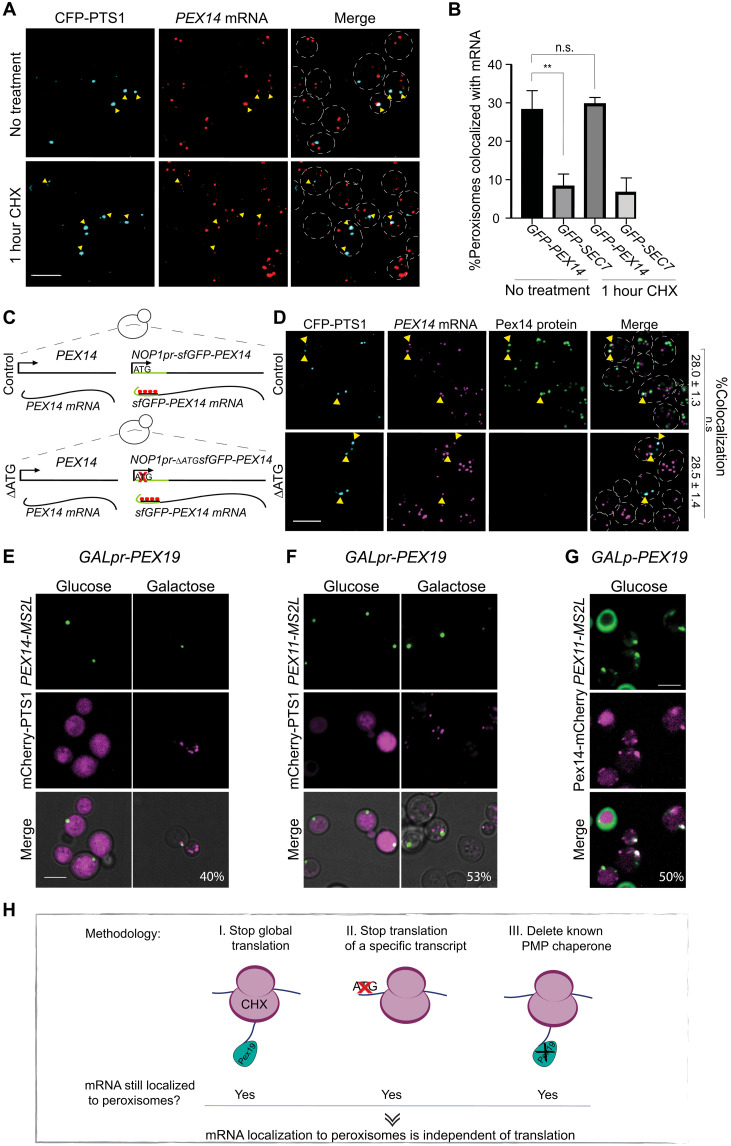
Peroxisomal mRNA localization is not dependent on translation or Pex19. (**A**) Translation inhibition reveals that colocalization of *PEX14* mRNA and peroxisomes is translation independent. The maximum intensity projections of confocal images of smRNA-FISH assay of *sfGFP*-*PEX14* (TAMRA, red) following 1-hour incubation with CHX are shown. Peroxisomes in cyan (CFP-PTS1); yellow arrowheads highlight colocalization between *PEX14* mRNA and peroxisomes; yeast periphery in dashed white line. (**B**) Quantification of (A). Random colocalization threshold calculated by mRNA of Golgi *SEC7* (*n* = 150; **P < 0.05, unpaired *t* test). n.s., not significant. (**C**) Schematic description of interference with *PEX14* translation. *sfGFP*-*PEX14* under the *NOP1* promoter (*NOP1pr*) was integrated into the HO (homothallic switching endonuclease) locus locus either with the start methionine (+ATG) or without (−ATG). (**D**) Representative smFISH micrographs of +ATG and −ATG strains described above. Mature peroxisomes in cyan (CFP-PTS1), *PEX14* mRNA in magenta (TAMRA), and Pex14 protein in green (GFP); yellow arrowheads indicate colocalization. Percentage of peroxisomes colocalizing with *sfGFP-PEX14* mRNA (*n* = 50; *P* > 0.05, unpaired *t* test). (**E**) Representative micrograph from time-lapse experiments of strains following induction of *GALpr*-*PEX19*. *PEX14-MS2L* in green (MS binding coat protein–GFP) and peroxisomes in magenta (mCherry-PTS1). Percentage of mRNA granules colocalizing with peroxisomes. *n* = 100. (**F**) Same as (E) but visualizing *PEX11-MS2L* mRNA (green). (**G**) Micrograph showing *PEX11-*MS2L mRNA (green) colocalized with pre-peroxisomal vesicle (PPV) in magenta (Pex14-mCherry) in the absence of Pex19 (*GALpr-PEX19* grown on glucose). Percentage of mRNA granules colocalizing with PPVs. Scale bar, 5 μm. (**H**) Graphical summary of Fig. 1—three experimental methodologies suggest that mRNA localization to peroxisomes is independent of translation.

The results of all three experiments demonstrate that localization of PMP transcripts can occur independently of translation and Pex19 (Fig. 1H). Moreover, they highlight the possibility that mRNA positioning to peroxisomes marks an early step in peroxisome biogenesis.

Colocalization of the mRNAs of *PEX11* and *PEX14* with PPVs suggests a role for peroxisomal-localized translation in growth and maturation of peroxisomes. We therefore hypothesized that PMP transcripts are translated in proximity to PPVs or the mature peroxisomal membrane. For onsite translation to occur, ribosomes must be associated with the peroxisomal membranes. Because such an association has not been previously reported, we first visualized yeast peroxisomes at high resolution to assay their association with ribosomes. To enable accurate recognition of these tiny organelles (diameter of 0.1 to 1 μm), we applied correlative light and electron microscopy (*29*, *30*). We correlated the fluorescent signal of mCherry-Pex14 to identify 51 peroxisomes that varied in their diameter. For each peroxisome, we acquired high-resolution electron tomography data, modeled their membranes, and determined positions of neighboring ribosomes (Fig. 2, A and B, and movie S1). To our surprise, all peroxisomes were surrounded by a 20-nm region that was mostly devoid of ribosomes (Fig. 2, B and C). Such ribosomal exclusion zones (REZs) were previously described around endocytic invaginations that are surrounded by an actin mesh (*31*).

**Fig. 2.**
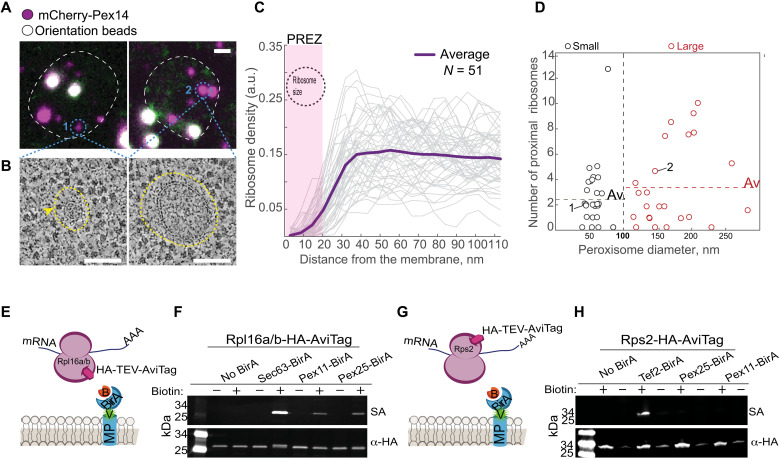
A subset of ribosomes is proximal to the peroxisomal membrane despite a REZ. (**A**) Fluorescent micrographs of yeast. Peroxisomes (small-1 or large-2) in magenta (mCherry-Pex14). TetraSpeck beads (white) used for correlation. Scale bar, 1 μm. (**B**) Electron tomograms of peroxisomes from (A). Surrounding each peroxisome is a peroxisomal ribosome exclusion zone (PREZ; yellow dashed line). Yellow arrowhead shows ribosomes adjacent to the membrane. Scale bar, 100 nm. (**C**) Graph of ribosome density (each gray line = one peroxisome) as a function of distance from the membrane. The PREZ (yellow dashed line) is approximately the ribosome size (black circle). *n* = 51. a.u., arbitrary units. (**D**) Modeled peroxisome size distributions separate small (~50 nm diameter) and large (>100 nm diameter) peroxisomes. Dashed line is the average number of proximal (>20 nm from membrane) ribosomes in each group. “1” and “2” are peroxisomes from (A). *n* = 51. (**E**) Schematic representation of the proximity labeling assay. An abundant membrane protein (MP) fused to mVenus (v, green) and BirA (blue crescent) in cells that express Rpl16a/b fused to HA followed by a Tobacco Etch Virus (TEV) protease–cleavable AviTag. The AviTag is biotinylated upon addition of biotin (B, orange) only in ribosomes that are proximal (less than 10 nm) to the BirA-fused MP. (**F**) Western blot analysis of cells described above on the background of either Sec63 (ER-MP, positive control), Pex11, or Pex25 (abundant PMPs) fused to mVenus-BirA. Biotinylation detected by fluorescent streptavidin (SA; green). α-HA antibody used as loading control (red). (**G**) A schematic representation of (H) that is similar to (E), but HA-TEV-AviTag is fused to Rps2. (**H**) Western blot analysis as in (F) but with Rps2-AviTag. Cytosolic protein Tef2 is a positive control.

The absence of ribosomes in the peroxisomal REZ (which we named PREZ) emphasized a number of ribosomes (one to three ribosomes per organelle) that crossed it and were positioned adjacent to each of the peroxisomal membranes that we modeled. The average number of peroxisomal membrane–associated ribosomes (closer than 20 nm) did not correlate with peroxisome size. There were roughly the same number of proximal ribosomes on small and large peroxisomes (Fig. 2D). This suggests that the PREZ-crossing ribosomes are not randomly found in proximity to the peroxisomal membrane.

To support the observation that ribosomes can be found in proximity to peroxisome membranes, we modified the previously used ribosome proximity labeling assay (*32*) to detect ribosomes proximal to peroxisomes. We spatially restricted the expression of a biotin ligase (BirA) to peroxisomes by fusing it to either Pex25 or Pex11, both abundant PMPs (fig. S5, A and B). In these same strains, the large subunit ribosomal protein, Rpl16a/b, was fused to an AviTag, which acts as a specific biotin acceptor peptide (Fig. 2E). Following a biotin pulse, we detected proximal ribosomes by streptavidin in both strains, supporting our observation that ribosomes reach a distance of under 10 nm from the peroxisomal membrane (Fig. 2F). This biotinylation did not take place when the AviTag was fused to a small ribosomal subunit protein 2 (RPS2) (Fig. 2, G and H). Because the nascent chain emerges from the large subunit and because orientation-dependent association is also occurring at the ER (*32*), we conclude that ribosomes are found in proximity to peroxisomes, in a controlled and oriented manner, potentially poised for translation.

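Ribosome-protected footprints were sequenced from 8 yeast libraries, which form 4 matched pairs of a streptavidin pulldown and the input it was taken from. The biotin ligase BirA was fused to either Pex11 or Pex25, so that only ribosomes close to the peroxisome membrane received biotin on the AviTag of Rpl16a/b, and each strain was given a biotin pulse of 2 or 5 min. Cycloheximide, which halts elongating ribosomes, was added at 100 μg/ml 2 min before the biotin. Each combination of strain, pulse and fraction is represented by 1 library, so differences within a strain and pulse have no replicate check. The authors mapped the reads with Bowtie, kept reads that mapped to a single place without mismatches, assigned each read to a P site and counted reads within each coding sequence, leaving out stretches that overlap another coding sequence on the same strand. The deposited values are these counts and the densities computed from them, normalized for length and library size (RPKM), for 5890 open reading frames. In the Pex11-BirA strain, 3366862 footprints were counted in the input and 6526062 in the pulldown after 2 min of biotin, but only 823368 in the input and 515598 in the pulldown after 5 min. In the Pex25-BirA strain after 2 min, 3044248 footprints were counted in the input and 5598955 in the pulldown. The files for Pex25-BirA after 5 min hold the same counts and RPKM as those after 2 min for every reading frame, so this pair was counted once and 3 distinct experiments remained. Enrichment was taken as the log2 ratio of RPKM in the pulldown over RPKM in the matched input, without a pseudocount, and a transcript was called enriched above 0.5. Transcripts with fewer than 100 footprints in an input were left out, which kept 3320 transcripts for Pex11-BirA after 2 min, 1188 after 5 min and 3112 for Pex25-BirA after 2 min. The input at 5 min was the shallowest, and it alone set the 1188 transcripts that could be compared over all 3 experiments, against 3070 over both 2 min experiments. Intervals given for the enrichment of single transcripts are 95% Clopper-Pearson intervals on the share of pulldown footprints, and cover counting error only.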

To uncover whether the peroxisomal-proximal ribosomes translate specific transcripts, we performed peroxisome-specific ribosome profiling (*21*, *32*). To do this, we performed a streptavidin pulldown of the ribosomes biotinylated by the peroxisome-localized BirA (Pex-BirA). Because this procedure is done after translation is halted by CHX, we first made sure that the colocalization levels of mRNA transcripts with peroxisomes are not affected by CHX addition (Fig. 3A and fig. S6). 

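Of the 1188 transcripts with at least 100 footprints in every input, 20 had a log2 enrichment above 0.5 in all 3 distinct experiments. The 10 with the highest minimum over the experiments were RGR1 (3.02), SNF5 (2.89), PYC2 (2.72), PEX19 (2.55), PEX25 (1.70), PYC1 (1.60), VPS13 (1.47), GAL11 (1.35), SMI1 (1.31) and YSP2 (1.30). The input filter moved this count most, since 116 transcripts passed without it. When the log2 enrichments of each experiment were first brought to a mean of 0 and an SD of 1, as the methods describe, 44 transcripts passed. Over both 2 min experiments alone, 72 of 3070 transcripts were above 0.5. Across genes, the log2 enrichments of Pex11-BirA and Pex25-BirA after 2 min had a Pearson's r of 0.709 and a Spearman's rho of 0.512 over the 1188 transcripts, which are not independent replicates. Between Pex11-BirA after 5 min and Pex25-BirA after 2 min they were 0.466 and 0.266. Taking the 3 experiments as blocks, edgeR's quasi-likelihood test of pulldown against input with Benjamini-Hochberg adjustment called 15 transcripts with an adjusted p-value under 0.05 and a mean log2 enrichment above 0.5, and none with a mean below the opposite limit, where 0 also passed at an unadjusted p-value under 0.05. The experiments differ in strain and pulse, so this test sets enrichment against its spread between experiments and not between replicates. The lowest adjusted p-values belonged to PYC2 (5.54e-06 from edgeR) and PYC1 (6.46e-05 from edgeR). Of the 14 peroxisomal transcripts that the paper names next, 2 could be tested. PEX19 was called, with an adjusted p-value of 0.00127 from edgeR. PEX25, with a mean log2 enrichment of 3.06, was not, with an adjusted p-value of 0.0625 from edgeR. With limma, an alternative test, the adjusted p-value of PEX25 was 0.00388, so its call depends on the test. DESeq2 with the experiment as a covariate called 43 transcripts.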

We then sequenced protected mRNA segments to uncover 40 transcripts that were enriched in the Pex-BirA–tagged strains relative to a total ribosomal sample that was not subject to a streptavidin pulldown (table S1). 

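Most of the 14 transcripts of this group had few input footprints, and only PEX19 and PEX25 had at least 100 footprints in all 3 inputs, while PEX11 and PEX14 also did in both 2 min inputs. All 14 had a log2 enrichment above 0.5 in both 2 min experiments. In 11 of them it was above 0.5 in the Pex11-BirA 5 min experiment as well, and in 9 the lower bound of the 95% interval was above 0.5 in all 3 experiments. PEX11 (YOL147C, chromosome XV of the R64 reference from 47933 to 48643) had a log2 enrichment of 4.67 with Pex11-BirA after 2 min (95% interval 4.49 to 4.86), 3.66 after 5 min (3.35 to 4.00) and 2.66 with Pex25-BirA after 2 min (2.44 to 2.88). PEX25 (YPL112C, chromosome XVI, 337436 to 338620) had 2.46 (2.28 to 2.64), 1.70 (1.39 to 2.01) and 5.02 (4.79 to 5.25) in the same order. PEX14 (YGL153W, chromosome VII, 216273 to 217298) had 3.20, 2.82 and 3.26, and INP2 (YMR163C, chromosome XIII, 584271 to 586388) had 2.82, 2.03 and 3.43. The enrichment of PEX6 (YNL329C, chromosome XIV, 19541 to 22633) was 1.66, 2.05 and 1.80. PXA1 rested on 13, 2 and 7 input footprints, and its interval reached from 1.28 to 6.62 after 5 min. PEX35, which the files list as YGR168C, had 20, 8 and 13 input footprints and log2 enrichments of 1.54, 2.81 and 2.43. PEX27 and PEX13 were below 0.5 with Pex11-BirA after 5 min, at -0.12 and 0.03, with intervals that included 0.5. The lowest values after 2 min belonged to PEX21 (0.56 with Pex11-BirA) and PEX22 (0.61 with Pex11-BirA and 0.63 with Pex25-BirA), and the lower bounds of these were under 0.5. Without the input filter, the median over the 14 transcripts of the mean log2 enrichment was 2.05. Since the paper named them from these same libraries, no comparison with random lists is given. From the enrichment of these transcripts relative to the total ribosomal sample, the paper states that transcripts of PMPs in particular were highly enriched.

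**Figure D1:**
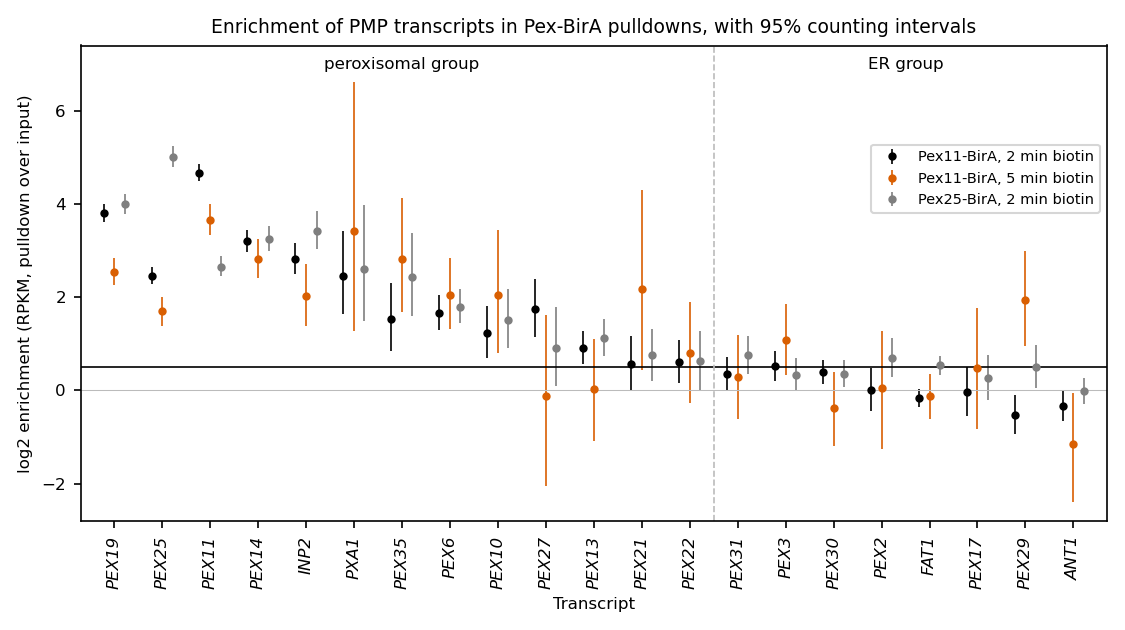
Log2 enrichment (RPKM in the pulldown over RPKM in the input, vertical axis) in 3 experiments shown by colour. The horizontal axis holds 13 transcripts named as translated at peroxisomes, the chaperone transcript PEX19 included, and the 8 of the ER group, PEX30 of Fig. 3D included. Points are single measurements, bars are 95% Clopper-Pearson counting intervals and the black line is the limit of 0.5; all 13 are above it in both 2 min experiments, and 0 of the 8 are above it in all 3.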

Of these, peroxisomal transcripts were highly enriched, specifically those of PMPs including *PEX11*, *PEX14*, *INP2*, *PXA1*, *PEX25*, *PEX27*, *PEX12*, *PEX35*, *PEX10*, *PEX13*, *PEX21*, and *PEX22.* We also observed translation of *PEX6* mRNA whose protein is only peripherally associated with the membrane and, unexpectedly, transcripts of *PEX19* chaperone itself (Fig. 3B and fig. S7, A to C). We validated the peroxisomal localization of several of these transcripts using smRNA-FISH (fig. S8). 

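The files list 29 reading frames with a PEX name, counting YGR168C as PEX35. Of the 27 with a value in both 2 min experiments, 12 (44.4%, Wilson 95% interval 27.6 to 62.7%) had a log2 enrichment above 0.5 in both, and of the 26 with a value in all 3 experiments, 9 (34.6%, 19.4 to 53.8%) were above it in all 3. All 12 are among the transcripts the text names as translated at peroxisomes, which the paper chose by enrichment in both strains, so this division follows from that choice. Of the 11 PEX transcripts that belong to neither group of the text and Fig. 3D, 9 had a value in both 2 min experiments. Of these, 0 were above 0.5 in both (Wilson 95% interval 0 to 29.9%). PEX5, which encodes the receptor for matrix proteins, had a log2 enrichment of 0.08 with Pex11-BirA and 0.18 with Pex25-BirA after 2 min. Of the 11, only 1 had at least 100 footprints in both 2 min inputs, so enrichment of the rest was not well measured at this depth.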

The fact that most of the highly enriched transcripts of peroxisome proteins were PMPs suggests that peroxisome-localized translation is mostly used by hydrophobic proteins that could potentially aggregate in the cytosol or be mistargeted to other membrane destinations. The enrichment of *PEX19* mRNA may suggest localized translation as a means to concentrate Pex19 in the vicinity of peroxisomes.

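PEX19 (YDL065C) lies on chromosome IV of the R64 reference from 336249 to 337277. It had 253, 123 and 187 input footprints with Pex11-BirA after 2 min, Pex11-BirA after 5 min and Pex25-BirA after 2 min. Its RPKM in the pulldowns was 922, 717 and 794 in the same order. The log2 enrichment was 3.80 with Pex11-BirA after 2 min (95% interval 3.62 to 3.99), 2.55 after 5 min (2.26 to 2.85) and 3.99 with Pex25-BirA after 2 min (3.78 to 4.21). The intervals of both strains after 2 min overlap, and the value after 5 min lies below both by more than counting error. Over the 3 experiments the mean was 3.45 ± 0.79 (SD, n = 3 experiments), with an adjusted p-value of 0.00127 from edgeR's quasi-likelihood test. It was the only transcript of the 14 besides PEX25 that passed the filter on input footprints in all 3 experiments.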

**Fig. 3.**
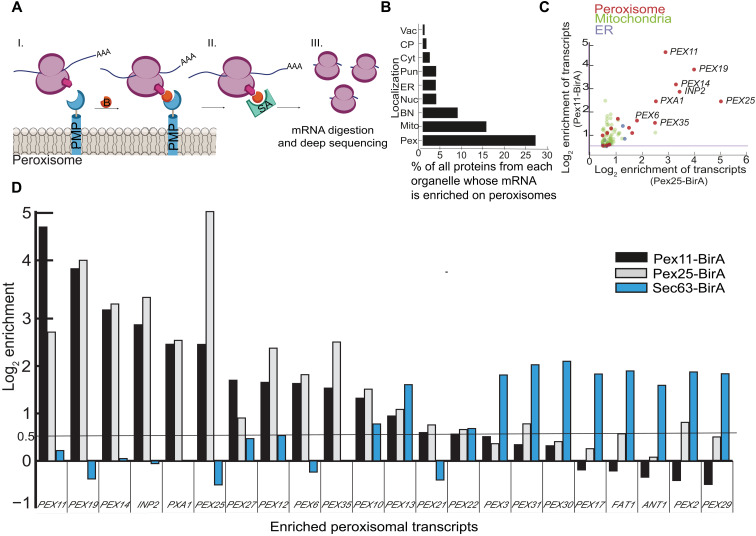
Peroxisomal ribosomes translate a specific subset of PMPs. (**A**) Schematic representation of mRNA profiling following proximity labeling: (I) Pex25/Pex11 was fused to mVenus-BirA, biotinylating proximal ribosomes (Rpl16a/b) upon addition of biotin (B, orange). (II) Biotinylated ribosomes were purified using streptavidin beads. (III) Protected mRNA was subjected to sequencing. (**B**) Percent translational enrichment per cellular local of the total proteome. Cellular localization of proteins tagged at the N terminus (*50*). Vac, vacuole; CP, cell periphery; Cyt, cytosol; Pun, punctate; ER, endoplasmic reticulum; Nuc, nucleus; BN, bud neck; Mito, mitochondria; Pex, peroxisomes. (**C**) Relative enrichment of mRNAs in the ribosome profiling, color-coded based on protein cellular localization. (**D**) Relative enrichment levels of PMP transcripts from either peroxisome (Pex11-BirA, black; Pex25-BirA, gray) or specific ribosome profiling (Sec63-BirA in blue) (*33*). Enrichment cutoff in black line (log_2_ enrichment = 0.5). A transcript was considered enriched when it was significant in both Pex11- and Pex25-BirA experiments. Clear subsets of proteins can be seen, which are translated either in proximity to peroxisomes or in proximity to the ER.

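The strains were compared after 2 min of biotin over the 3070 transcripts with at least 100 footprints in both inputs. The log2 enrichment with Pex11-BirA minus that with Pex25-BirA had a median of -0.15 and an SD of 0.36 over these transcripts. PEX11 had the largest difference, at 2.02 (95% interval 1.74 to 2.30), and PEX25 the lowest, at -2.56 (-2.85 to -2.27). Intervals of differences are normal approximations from the footprint counts, not Clopper-Pearson intervals, and cover counting error only. These are the 2 genes fused to BirA, each more enriched in the strain that carries its fusion. The third in size was SAP30, at -1.90 with Pex11-BirA and 0.07 with Pex25-BirA, but it was at 0.38 with Pex11-BirA after 5 min. Mitochondrial transcripts were taken from the descriptions in the part of Table S1 that was read, among the listed reading frames that also pass the filter. That part is sorted by enrichment, so its values do not stand for mitochondrial transcripts at large. The median difference over 121 of them was 0.49, against 0.24 over all 347 listed reading frames, and was higher than in 10000 random lists matched on input RPKM (percentile 100). There is 1 pair per strain, so these differences have no replicate check.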

It was previously demonstrated by ER-specific ribosome profiling experiments that the transcripts of some PMPs are translated in vicinity to the ER before the targeting of the mature proteins to peroxisomes (specifically *PEX31*, *PEX17*, *FAT1*, *PEX29*, *ANT1*, *PEX2*, and *PEX3*) (*32*, *33*). Low colocalization of these mRNAs to peroxisomes was supported by studies using the MS2L system (*22*). To see how the transcripts of PMPs are distributed between the two organelles during their translation, we compared the enriched transcripts between peroxisomal and ER-associated ribosome profiling data. 

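On the side of the peroxisomal profiling, the 8 transcripts of the ER group, which are those the text names and PEX30 from Fig. 3D, had median log2 enrichments of -0.01 with Pex11-BirA after 2 min, 0.17 after 5 min and 0.43 with Pex25-BirA after 2 min. The 14 transcripts of the peroxisomal group had medians of 1.70, 2.05 and 2.34 in the same experiments. None of the 8 was above 0.5 in both 2 min experiments, although 1 was with Pex11-BirA and 4 were with Pex25-BirA. The value with Pex11-BirA was PEX3, at 0.52 (95% interval 0.21 to 0.84) after 2 min and 1.09 (0.34 to 1.85) after 5 min, and it had 0.34 with Pex25-BirA. After 5 min 2 of the 8 were above 0.5. With enrichments z-scored as the methods describe, PEX31 was above 0.5 in all 3 experiments, at 0.71, 0.58 and 1.67. PEX29 was at -0.52 and 0.50 after 2 min, but at 1.93 (0.95 to 2.99) with Pex11-BirA after 5 min, where it had 13 input footprints. ANT1 was below 0 in all 3 experiments, at -0.34, -1.15 and -0.01. FAT1 was the only one with at least 100 footprints in every input, at -0.17, -0.13 and 0.54. Without the input filter, the median of the mean log2 enrichment was 0.25 over the 8 and 2.05 over the 14. The paper chose the 14 for their enrichment in these libraries. The Sec63-BirA profiling was not analysed here. From the comparison with it, the paper concludes that PMP transcripts form a subset translated by ER-associated ribosomes and another translated by peroxisome-associated ones.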

The comparison revealed the existence of two PMP subsets, one that is locally synthesized by ER-associated ribosomes and the other by peroxisome-associated ones (Fig. 3D).

To assay whether the mRNAs of locally translated transcripts arrive via mRNA binding proteins, we tried to computationally uncover shared sequences or known recognition motifs for RNA binding proteins in our peroxisomal ribosome profiling–enriched transcripts, but without success. However, targeting of these transcripts may rely on a combination of their primary, secondary, and tertiary structures that enable recognition by trans-elements involved in mRNA localization (*34*). Alternatively, a cotranslational targeting machinery, akin to the signal recognition particle, may be present and not yet identified. The machinery allowing this localized translation must therefore still be explored.

Several of the enriched transcripts encode for PMPs that are essential for peroxisomal functions. If their proper targeting to peroxisomes is dependent on localized translation, disrupting it should lead to measurable physiological consequences. To assay this, we first focused on Pex11, which is important for peroxisome growth and division (*35*). To assay the importance of its localized translation, we tethered the endogenously tagged *PEX11-MS2L* to an alternate location, the ER, by fusing Sec63 (an ER membrane protein) to an *MS2L* binding protein, MCP (MCPx2-GFP) (Fig. 4A). The ER-localized Sec63-MCPx2-GFP anchored the MS2L-tagged mRNA onto the ER periphery (fig. S9), as was previously shown (*36*). Mislocalizing *PEX11* mRNA to the ER resulted in fewer peroxisomes, suggesting that mRNA localization plays a key role in proper translation and protein targeting/translocation for this PMP (fig. S10). We next tested Pex14, which is essential for peroxisome biogenesis. When we tethered *PEX14-MS2L* to the ER using the above approach, we detected (Fig. 4B) and quantified (Fig. 4C) a significant reduction in the intensity of the peroxisomal marker Pnc1-mCherry (*37*). To assay whether this decreased intensity is due to incomplete maturation of peroxisomes, we measured growth in conditions where peroxisomes become essential for yeast cell survival, oleate as the sole carbon source. The mistargeted *PEX14* transcript reduced cell viability in this condition (Fig. 4D). To exacerbate the phenotype, we tethered *PEX14-MS2L* to mitochondria, which are not as closely associated to peroxisomes as the ER (*38*). Tethering to mitochondria was performed by endogenously fusing the outer mitochondrial membrane protein OM45 with MCPx2-GFP (Fig. 4E and fig. S11). This demonstrated that cells with mitochondrial tethered *PEX14* mRNA could not grow on oleate at all, although they grew normally on glucose-supplemented plates (Fig. 4F). The extent of the phenotype was similar to a complete deletion of *PEX14* gene, highlighting the inability of the nascent Pex14 protein to reach the peroxisomal membrane if not synthesized in its vicinity, despite normal Pex19 presence in these cells. We verified that the effect is not due to *PEX14* mRNA being toxic to mitochondria, as the cells in which *PEX14* mRNA was tethered to mitochondria grew similarly to control cells on plates requiring mitochondrial respiration (glycerol as a sole carbon source) (fig. S12).

**Fig. 4.**
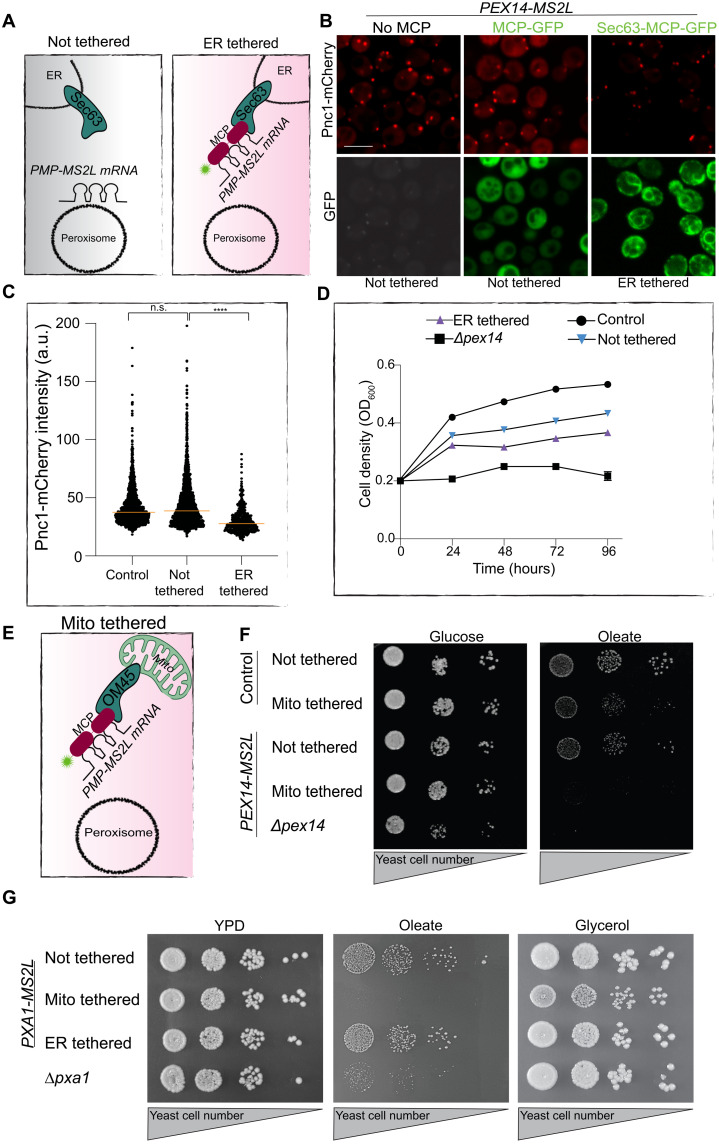
Mislocalization of peroxisomal mRNAs impairs peroxisomal and cellular function. (**A**) Illustration of how an mRNA-MS2L is tethered to the ER using Sec63 fused to MCPx2-GFP. (**B**) Representative micrograph of fluorescence intensity of peroxisomal matrix Pnc1-mCherry (red) when *PEX14-*MS2L mRNA was either not tethered (left) bound by cytosolic MCPx2-GFP (green, middle) or ER-tethered (green, right) during growth in glucose (*22*). (**C**) Scatter plot of fluorescent intensity of 876 Pnc1-mCherry puncta in strains from (B). Median, orange line (significance determined by Mann-Whitney unpaired *t* test) (**D**) Growth curve of indicated strains showing that ER tethering of *PEX14*-*MS2L* mRNA slows yeast growth on oleate. Assay in triplicate; error bars are presented but are too small to detect. (**E**) Illustration describing the tethering of mRNA-MS2L to mitochondria as in (A) but using Om45 fused to MCPx2-GFP. (**F**) Drop dilution assay, 7 days on oleate-containing medium, reveals that mislocalization of *PEX14* to mitochondria impairs growth similarly to Δ*pex14*. (**G**) Drop dilution assay reveals that mitochondria-tethered *PXA1*-MS2L mRNA impairs strain growth in oleate and slows growth in glycerol (performed in triplicate; representative images shown).

Last, we applied a similar assay to *PXA1-MS2L*. Pxa1 is a subunit of the peroxisomal adenosine 5′-triphosphate (ATP)–binding cassette (ABC) transporter complex that is essential for oleate uptake into peroxisomes and is a homolog of the human adrenoleukodystrophy transporter (ALDp), mutations in which cause X-linked adrenoleukodystrophy (*39*, *40*). When *PXA1* mRNA was tethered to mitochondria, cells could not grow on oleate as a sole carbon source and also exhibited a small colony growth phenotype and reduced growth kinetics on glycerol as a sole carbon source (Fig. 4G and fig. S13). Because *pxa1*-deleted yeast properly grow on glycerol as a sole carbon source (Fig. 4G and fig. S13), the phenotype cannot be due to loss of Pxa1 activity, suggesting that toxicity arises from integration of Pxa1 into the mitochondrial membranes when its mRNA is tightly tethered at this local. Such a phenomenon was described before, when transcripts that are locally translated on the ER were mistargeted to mitochondria and caused mitochondrial defects (*15*).

Our work shows that yeast use localized translation on peroxisomal membranes as a way to ensure accurate and efficient membrane protein targeting to this important organelle. We show that targeting of the localized mRNAs is independent of the chaperone Pex19, suggesting that a parallel mechanism to the one previously described exists for PMP targeting. Our work suggests that mistargeting of peroxisomal transcripts not only interferes with peroxisomal functions but also burdens other organelles. It could be that the main advantage of localized translation is to enable targeting specificity, a function that Pex19, which also targets membrane proteins to other organelles, cannot fully perform (*13*, *14*).

Our work puts forward a paradigm for how targeting specificity could arise by localized translation of specific transcripts, encoding hydrophobic proteins, proximal to peroxisomal membranes. Furthermore, while a clear association between organelle malfunction disorders and mislocalization of transcripts has not yet been established, our results suggest that such a connection may exist. Our findings will undoubtedly provide ample ground for such investigations.

More globally, the cell biology of localized translation has, until now, focused on the ER, mitochondria, and chloroplasts. Our findings put peroxisomes as a new destination for localized translation and suggest that maybe more such destinations exist, previously overlooked due to the sophisticated tools required to uncover their presence.

## MATERIALS AND METHODS

### Yeast growth medium

Synthetic medium used in this study contains yeast nitrogen base (6.7 g/liter) with ammonium sulfate (Conda Pronadisa #1545) and either 2% glucose (SD), 3% glycerol (SGly), 2% galactose (SGal), or 0.2% oleic acid (Sigma-Aldrich) + 0.1% Tween 80 (SOle), with complete amino acid mix (optimized minimal media composition) (*41*), unless written otherwise. When geneticin antibiotics are used, the medium contains yeast nitrogen base (0.17 g/liter) without ammonium sulfate (Conda Pronadisa #1553) and monosodium glutamic acid (1 g/liter) (Sigma-Aldrich #G1626) instead of yeast nitrogen base with ammonium sulfate. When mentioned, geneticin (500 mg/liter; G418) (for medium) and nourseothricin (200 mg/liter) (WERNER BioAgents “clonNAT”) were used.

### Yeast growth assay

All growth assays were performed in triplicate. Cells were grown to stationary phase in SD and proper selections. Cells were then diluted to 0.2 optical density (OD) for overnight growth in 0.1% glucose followed by a second dilution to 0.2 OD in SOle. For Fig. 4D, OD was measured manually every 24 hours following two washes in double distilled water, and the growth rate of each strain was normalized to its control strain that expresses only the selection cassette without any further modification. The growth assay in fig. S13 was done in a 96-well plate reader for automatic OD measurements.

### Yeast drop assay

Cells were grown to stationary phase in liquid medium followed by dilution to 0.2 OD in 0.1% glucose-supplemented medium. When cells reached 0.4 to 0.6 OD, 1 OD was collected and washed with DDW. Five 1:10 serial dilutions were performed in medium. All dilutions were plated on SD or SOle as well as on YPD (yeast extract, peptone, and dextrose) or YP + 3% glycerol agar plates. Colonies that were grown on YPD and SD agar plates were imaged 2 to 3 days after plating. YPGly-grown colonies were imaged 4 to 5 days after plating, and YPOle-grown colonies were imaged 7 to 10 days after plating.

### Transformations and genetic manipulations

Cells were genetically manipulated using a transformation method that includes the usage of lithium acetate, polyethylene glycol, and single-stranded DNA (*42*). All primers for manipulations and validation were designed using Primers-4-Yeast (*43*).

### Single-molecule RNA fluorescence in situ hybridization

The protocol used for smRNA-FISH was slightly modified from (*44*). Cells were grown from 0.4 to 0.6 OD in SD medium with proper selections; 3 ODs in total were fixed with 4% formaldehyde (Sigma-Aldrich), spheroplasted with lyticase for 30 min at 30°C, and washed carefully.

#### Probe hybridization

Spheroplasted cells were hybridized with DNA probes overnight at 30°C. For the smRNA-FISH experiments described in Fig. 1 (A and D) and in figs. S5 and S7, a set of 40 probes that was designed against sfGFP was used. The probes were designed by the online program Stellaris RNA Probe Designer from Biosearch Technologies (Novato, CA, USA) and ordered conjugated to the TAMRA fluorescent dye. The probes used for smRNA-FISH experiments in fig. S8 are a mixture of three different DNA oligos matching the MS2L sequence that were manually conjugated to Cy3 as described in (*45*) (a gift of J. Gerst).

### Imaging and analysis

#### For smRNA-FISH

Cells were washed from the probe with formamide (Sigma-Aldrich)–based wash buffer and placed on a 384-well glass-bottom microscope plate (Matrical Bioscience) coated with concanavalin A. After 20 min, cells were washed with wash buffer to remove nonadherent cells and to obtain a cell monolayer. The plate was then imaged in an automated inverted fluorescent microscope system (Olympus) harboring a spinning disc module using a 60× oil lens (numerical aperture, 1.42) with a Hamamatsu ORCA-Flash 4.0 camera. Images were recorded with the cellSens dimension software (Olympus) in four channels: GFP (excitation wavelength, 488 nm), mCherry (excitation wavelength, 561 nm), 4′,6-diamidino-2-phenylindole (DAPI) (excitation wavelength, 405 nm), and brightfield. In each position, three-channel Z-stack images were taken with a step size of 350 nm for a total of 3.5 μm. Each Z-plane image was of size 2048 × 2048 pixels. Images were analyzed in Fiji image processing package (*46*) used for Z-stack conversion to a single-plane image based on maximal projection, and the cell counter tool was used to manually count areas of colocalization.

#### For peroxisomes intensity analysis

Cells were grown with proper selections and plated on 384-well glass-bottom plates. Following single-plane imaging as above, cells were segmented on the basis of their GFP background. Then, 876 Pnc1-mCherry puncta representing peroxisomes were selected randomly for segmentation by the scanR acquisition software and measured for their intensity.

### In vivo visualization of peroxisomal mRNA

The mRNA of *PEX11* and *PEX14* in the absence or presence of Pex19 was visualized in strains that were previously described in which these peroxins are tagged with MS2L (version 3). Strains were a gift from J. Gerst. These same strains were further manipulated to replace the native promoter (*NATIVEpr*) of *PEX19* with a *GALpr* and transformed with a 2u expression plasmid bearing the site-specific RNA binding coat protein of the bacteriophage MS2 (MCP) fused to three repeats of GFP. Cells were grown to stationary phase on a 96-well plate in SD or SGal without histidine. Cells were then regrown to mid-log phase in SOle medium for 5 hours. For the time-lapse experiment presented in fig. S3, to follow the formation of peroxisomes upon *GALpr*-*PEX19* expression induction, cells were incubated overnight with SD, followed by SOle incubation for 5 hours, and then SGal-supplemented medium was added before overnight visualization.

#### Visualization

In vivo imaging of yeast cells was performed using the VisiScope Confocal Cell Explorer system, composed of a Zeiss Yokogawa spinning disk scanning unit (CSU-W1) coupled with an inverted Olympus microscope (IX83; 60× oil objective). To visualize mRNA granules, we applied the excitation wavelength of 488 nm for GFP for 500 ms, and to visualize mCherry, we used the 561-nm excitation channel for 1500 ms. Images were taken by a connected pco.edge scientific complementary metal-oxide semiconductor (sCMOS) camera controlled by VisView software. For the time point experiment presented in fig. S3, an image was acquired every 5 min starting from the time the cells were moved into galactose medium during 10 hours.

### Correlative microscopy and measurements of ribosome proximity

An overnight starter of yeast cells expressing *TEF2pr-mCherry-PEX14* was grown in YPD to stationary followed by back-dilution to reach mid-logarithmic growth phase. Twelve ODs of cells were harvested, pelleted, and subjected to high-pressure freezing.

#### High-pressure freezing

Freeze substitution and resin embedding were done exactly as described earlier (*47*). The embedded samples were sectioned to the nominal thickness of 200 nm using a Leica UC7 microtome and mounted on 200-mesh copper grids with continuous carbon support film (Electron Microscopy Sciences).

#### Fluorescence signal detection

TetraSpeck beads of 100 nm diameter (Thermo Fisher Scientific) were diluted in phosphate-buffered saline (PBS) and deposited on the sample surface to be used as correlation markers. The grids were sandwiched between two round coverslips with small amount of PBS, and Z-stacks were acquired in several locations using a VisiScope Confocal Cell Explorer system, composed of a Zeiss Yokogawa spinning disk scanning unit (CSU-W1), an inverted Olympus microscope (IX83; 100× oil objective; excitation lasers of 488 nm for GFP channel and 560 nm for mCherry channel), and a pco.edge sCMOS camera controlled by VisView software. After imaging, the grids were washed in distilled water and dried. The maximal projections resulting from Z-stacks were used to perform correlation and guide electron microscopy data acquisition.

#### Electron microscopy

Before electron microscopy, gold beads of 15 nm diameter were deposited on the sample surface as tomography fiducials and the samples were contrasted with Reynold’s lead citrate for 7 min. Electron microscopy data were collected on an FEI Tecnai G2 F20 transmission electron microscope using a Gatan UltraScan 4000 charge-coupled device detector operating at 2 × 2 binning under the control of SerialEM software. Large-area overviews used for correlation were collected as montages at a nominal magnification of ×7800 (calibrated pixel size, 2.818 nm) and large defocus (−100 μm) to visualize the TetraSpeck beads; dual-axis tomograms were collected with the angular range from 60° to −60° and 1° increment at a nominal magnification of ×19,000 (calibrated pixel size, 1.159 nm).

#### Correlation

Correlation was performed using MATLAB scripts introduced previously (*48*), and tomograms were reconstructed using IMOD package (*48*). In total, we collected and reconstructed 31 tomograms that, according to correlation, contained 66 fluorescent mCherry spots of different intensity. Of these, we excluded the spots that did not contain any spherical objects that could not be unambiguously assigned and spherical objects that contained only a small part of their volume within the cross section. Overall, we modeled 51 spherical membranes using IMOD (*47*). In three cases, there were two vesicles at the same fluorescent spot, so we modeled and included in the dataset both of them.

#### Ribosome localization

We cropped small tomographic volumes 100 pixels around each modeled membrane (in *X* and *Y*) and segmented these volumes using pixel segmentation workflow in ilastik with a label for ribosomes and a label for everything else (*49*). The segmented ribosome data were further smoothened and segmented into separate blobs using watershed transform implemented in MATLAB Image Processing Toolbox. Centroid of each blob was determined and imported back to IMOD as a model containing a set of scattered points. Then, each ribosome model was manually examined and corrected in IMOD so that each model point corresponded to one ribosome center. Typically, a model contained 200 to 400 ribosomes in a 100-pixel area around the peroxisome membrane. Ribosomes were unambiguously identified in our data as uniformly sized electron-dense bodies of around 20 nm (18 pixels) diameter. All subsequent measurements were performed using MATLAB Image Processing Toolbox. We measured the smoothened ribosome density at different distances from peroxisomal membrane to account for different diameters of peroxisomes (that greatly affects the total number of ribosomes visualized). To do this, each ribosome from the verified model was projected in a volume as a sphere of 9-pixel radius (diameter around 20 nm). The peroxisome membrane was projected in a similar volume and consequently morphologically dilated with a 5-pixel radius spherical structuring element to create 20 shell-like masks, each 5-pixel thick. These masks were applied to the volume with projected ribosomes to calculate ribosome density in each shell as a fraction of shell volume occupied by simulated ribosome pixels. The ribosome density in each shell was plotted as a function of average distance of each shell from the peroxisome membrane to create a density profile for each peroxisome, and all such profiles were averaged to determine the size of REZ—a space around peroxisomal membrane with reduced ribosomal density. To calculate the total number of ribosomes proximal to each peroxisomal membrane that was modeled, a pairwise distance between each ribosome and membrane was calculated. The ribosomes with the distance of less than 20 nm were considered proximal.

### Proximity labeling assay

The ribosomal subunits Rpl16a/b were conjugated to AviTag (biotin acceptor peptide), and Pex25 and Pex11 were conjugated to BirA (biotin ligase), allowing the specific biotinylation and streptavidin pulldown of ribosomes in close physical proximity to the peroxisome membrane. By comparing the ribosomal footprints obtained from the total ribosome fraction and the streptavidin-pulled fraction, peroxisome-localized translation enrichment was measured. Biotin induction was carried out at mid-logarithmic growth phase in the presence of CHX, which was added to the medium 2 min before the addition of biotin, at a final concentration of 100 μg/ml. Biotin pulse was carried out for either 2 or 5 min. We verified that the addition of CHX did not change the percentage of PMP mRNAs that colocalized with peroxisomes by smRNA-FISH (fig. S6). To induce biotinylation, d-biotin was added to the medium to a final concentration of 10 nM and biotinylation was allowed to proceed for 4 min at cell growth temperature. Cells were snap-frozen and kept for Western blot analysis (*21*, *32*).

### Protein extraction and Western blot

For protein extraction, pellets were resuspended in urea lysis buffer [8 M urea and 50 mM tris (pH 7.5) supplemented with 1:200 protease inhibitor cocktail (Merck)]. The cell wall was broken down by vortexing at high speed with ready-to-use glass beads (Scientific Industries) at 4°C for 10 min; 25 μl of 20% SDS was added followed by incubation at 95°C for 5 min. Samples were run on a 4 to 20% gradient gel (Bio-Rad) at a constant voltage of 100 V and then transferred to a nitrocellulose membrane using a semi-dry transfer machine (Bio-Rad). The membrane was blotted with α-HA (hemagglutinin) antibody at a dilution of 1:1000 (BioLegend) to detect either Rps2-HA-Avi or Rpl16a/b-HA-Avi followed by an IRDye 680LT goat α-mouse secondary antibody (LI-COR Biosciences) was used at 1:10,000 dilution. To detect the biotinylated ribosomal proteins, the membrane was blotted with 1:2000 Alexa Fluor 790 streptavidin (Jackson ImmunoResearch) in 3% bovine serum albumin. Membrane visualization was done by scanning with the Odyssey Imaging System (LI-COR Biosciences). For detecting sfGFP-Pex14 (fig. S2), a rabbit polyclonal primary antibody designed against GFP was used at a concentration of 1:1000 (Abcam), and a 790LT secondary goat α-rabbit (LI-COR Biosciences) was used at a dilution of 1:10,000. As a loading control, a mouse monoclonal primary antibody designed against actin was used at a concentration of 1:1000.

### Peroxisome proximity-specific ribosome profiling

Cells preparation is similar to that described in the previous section with the exception that, following the biotinylation assay, cells were harvested by filtration onto 0.45-μm pore size nitrocellulose filters (Whatman), scraped from the membrane, and immediately submerged in liquid nitrogen. The following steps of monosomes isolation, streptavidin pulldown of biotinylated ribosomes, and library generation were done as previously described (*21*, *33*, *34*).

#### Computational analysis

By comparing the ribosomal footprints obtained from the total ribosome fraction and the streptavidin-pulled fraction, ER-localized translation enrichment was measured.

#### Footprint sequence

Sequencing reads were demultiplexed and stripped of 3′ cloning adapters using in-house scripts. Reads were mapped sequentially to Bowtie indices composed of ribosomal RNAs, transfer RNAs, and finally all chromosomes using Bowtie 1.1.0. Only uniquely mapped, zero-mismatch reads from the final genomic alignment were used for subsequent analyses. These alignments were assigned a specific P-site nucleotide using a 15-nucleotide offset from the 3′ end of reads.

#### Gene enrichments

Gene-level enrichments were computed by taking the log_2_ ratio of biotinylated footprint density (reads per million) within a gene coding sequence (CDS) over the corresponding density of matched input ribosome profiling experiment. Yeast genes were excluded from all analysis if they met any of the following criteria: had fewer than 100 CDS-mapping footprints in the input sample of a particular experiment, annotated as “dubious” in the Saccharomyces Genome Database, and gene maps to the mitochondrial chromosome. In addition, regions where CDS overlaps another same-strand CDS were excluded from enrichment calculations. Genes that were enriched in the peroxisome-specific ribosomal profiling were found by comparing the enriched transcripts in Pex11-BirA and Pex25-BirA samples 2 or 5 min after biotin treatment to the total cell lysate under the same conditions. 

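For Pex11-BirA the pulses could be compared. The log2 enrichment of PEX11 was 4.67 after 2 min and 3.66 after 5 min, that of PEX19 3.80 and 2.55, and that of PEX25 2.46 and 1.70, with 95% counting intervals that do not overlap in any of the 3. Further transcripts of the same group fell, with intervals that overlap: PEX14 from 3.20 to 2.82, INP2 from 2.82 to 2.03, PEX27 from 1.74 to -0.12 and PEX13 from 0.91 to 0.03. Others rose, also with intervals that overlap: PEX6 from 1.66 to 2.05, PEX35 from 1.54 to 2.81, PEX10 from 1.24 to 2.05, PEX21 from 0.56 to 2.18, PEX22 from 0.61 to 0.81 and PXA1 from 2.47 to 3.43. The median of the 14 was 1.70 after 2 min and 2.05 after 5 min. Over the 1188 transcripts passing the input filter, the median change from 2 to 5 min was -0.05. For Pex25-BirA no such comparison was made, since the values for 5 min equal those for 2 min in both the input and the pulldown. Between the pulses of Pex11-BirA, Pearson's r was 0.648 and Spearman's rho 0.349 across the 1188 genes, which are not independent replicates.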

Log_2_ enrichments were separately normalized by subtracting the mean enrichment and dividing by the SD of enrichments for the corresponding experiment. Genes were then binned by the minimum number of sequencing counts. A gene where its log_2_ enrichment was above 0.5 was considered as enriched.

## References

[1] M. Veenhuis, J. M. Goodman, Peroxisomal assembly: Membrane proliferation precedes the induction of the abundant matrix proteins in the methyiotrophic yeast Candida boidinii. J. Cell. Sci. 6, 583–590 (1990).10.1242/jcs.96.4.5832283358

[2] V. D. Antonenkov, J. K. Hiltunen, Transfer of metabolites across the peroxisomal membrane. Biochim. Biophys. Acta 1822, 1374–1386 (2012).2220699710.1016/j.bbadis.2011.12.011

[3] R. Erdmann, W. Schliebs, Peroxisomal matrix protein import: The transient pore model. Nat. Rev. Mol. Cell Biol. 6, 738–742 (2005).1610387210.1038/nrm1710

[4] Y. Fujiki, S. Nagata, Peroxisome biogenesis and human peroxisome-deficiency disorders. Proc. Jpn. Acad. Ser. B Phys. Biol. Sci. 92, 463–477 (2016).10.2183/pjab.92.463PMC532878427941306

[5] M. Islinger, A. Voelkl, H. D. Fahimi, M. Schrader, The peroxisome: An update on mysteries 2.0. Histochem. Cell Biol. 150, 443–471 (2018).3021992510.1007/s00418-018-1722-5PMC6182659

[6] F. D. Mast, R. A. Rachubinski, J. D. Aitchison, Peroxisome prognostications: Exploring the birth, life, and death of an organelle. J. Cell Biol. 219, e201912100 (2020).3221189810.1083/jcb.201912100PMC7054992

[7] H. Rottensteiner, A. Kramer, S. Lorenzen, K. Stein, C. Landgraf, R. Volkmer-Engert, R. Erdmann, Peroxisomal membrane proteins contain common Pex19p-binding sites that are an integral part of their targeting signals. Mol. Biol. Cell 15, 3406–3417 (2004).1513313010.1091/mbc.E04-03-0188PMC452593

[8] W. Girzalski, L. S. Hoffman, A. Schemenewitz, A. Nolte, W. H. Kunau, R. Erdmann, Pex19p-dependent targeting of Pex17p, a peripheral component of the peroxisomal protein import machinery. J. Biol. Chem. 28, 19417–19425 (2006).10.1074/jbc.M60334420016679311

[9] W. B. Snyder, K. N. Faber, T. J. Wenzel, A. Koller, G. H. Luers, L. Rangell, G. A. Keller, S. Subramani, Pex19p interacts with Pex3p and Pex10p and is essential for peroxisome biogenesis in *Pichia pastoris*. Mol. Biol. Cell 10, 1746–1761 (1999).10.1091/mbc.10.6.1745PMC2536710359594

[10] A. Halbach, R. Rucktäschel, H. Rottensteiner, R. Erdmann, The N-domain of Pex22p can functionally replace the Pex3p N-domain in targeting and peroxisome formation. J. Biol. Chem. 6, 3906–3916 (2009).10.1074/jbc.M80695020019017643

[11] R. L. M. Jansen, I. J. van der Klei, The peroxisome biogenesis factors Pex3 and Pex19: Multitasking proteins with disputed functions. FEBS Lett. 593, 457–474 (2019).3077609310.1002/1873-3468.13340

[12] B. A. Cichocki, K. Krumpe, D. G. Vitali, D. Rapaport, Pex19 is involved in importing dually targeted tail-anchored proteins to both mitochondria and peroxisomes. Traffic 19, 770–785 (2018).3003367910.1111/tra.12604

[13] B. Schrul, W. Schliebs, Intracellular communication between lipid droplets and peroxisomes: The Janus face of PEX19. Biol. Chem. 399, 741–749 (2018).2950091810.1515/hsz-2018-0125

[14] L. Wrobel, U. Topf, P. Bragoszewski, S. Wiese, M. E. Sztolsztener, S. Oeljeklaus, A. Varabyova, M. Lirski, P. Chroscicki, S. Mroczek, E. Januszewicz, A. Dziembowski, M. Koblowska, B. Warscheid, A. Chacinska, Mistargeted mitochondrial proteins activate a proteostatic response in the cytosol. Nature 524, 485–488 (2015).2624537410.1038/nature14951

[15] E. A. Costa, K. Subramanian, J. Nunnari, J. S. Weissman, Defining the physiological role of SRP in protein-targeting efficiency and specificity. Science 359, 689–692 (2018).2934836810.1126/science.aar3607PMC5970945

[16] O. Hermesh, R. P. Jansen, Take the (RN)A-train: Localization of mRNA to the endoplasmic reticulum. Biochim. Biophys. Acta 1833, 2519–2525 (2013).2335363210.1016/j.bbamcr.2013.01.013

[17] N. Aviram, M. Schuldiner, Targeting and translocation of proteins to the endoplasmic reticulum at a glance. J. Cell Sci. 130, 4079–4085 (2017).2924696710.1242/jcs.204396

[18] C. Lesnik, A. Golani-Armon, Y. Arava, Localized translation near the mitochondrial outer membrane: An update. RNA Biol. 12, 801–809 (2015).2615172410.1080/15476286.2015.1058686PMC4615199

[19] V. A. Gold, P. Chroscicki, P. Bragoszewski, A. Chacinska, Visualization of cytosolic ribosomes on the surface of mitochondria by electron cryo-tomography. EMBO Rep. 18, 1786–1800 (2017).2882747010.15252/embr.201744261PMC5623831

[20] R. Zoschke, R. Bock, Chloroplast translation: Structural and functional organization, operational control, and regulation. Plant Cell 30, 745–770 (2018).2961021110.1105/tpc.18.00016PMC5969280

[21] C. C. Williams, C. H. Jan, J. S. Weissman, Targeting and plasticity of mitochondrial proteins revealed by proximity-specific ribosome profiling. Science 346, 748–751 (2014).2537862510.1126/science.1257522PMC4263316

[22] G. Zipor, L. Haim-Vilmovsky, R. Gelin-Licht, N. Gadir, C. Brocard, J. E. Gerst, Localization of mRNAs coding for peroxisomal proteins in the yeast, Saccharomyces cerevisiae. Proc. Natl. Acad. Sci. U.S.A. 106, 19848–19853 (2009).1990388710.1073/pnas.0910754106PMC2785255

[23] P. Lill, T. Hansen, D. Wendscheck, B. U. Klink, T. Jeziorek, D. Vismpas, J. Miehling, J. Bender, A. Schummer, F. Drepper, W. Girzalsky, B. Warscheid, R. Erdmann, C. Gatsogiannis, Towards the molecular architecture of the peroxisomal receptor docking complex. Proc. Natl. Acad. Sci. U.S.A. 117, 33216–33224 (2021).10.1073/pnas.2009502117PMC777677833323485

[24] M. Komori, S. W. Rasmussen, J. A. K. W. Kiel, R. J. S. Baerends, J. M. Cregg, I. J. Van Der Klei, M. Veenhuis, The *Hansenula polymorpha PEX14* gene encodes a novel peroxisomal membrane protein essential for peroxisome biogenesis. EMBO J. 16, 44–53 (1997).900926610.1093/emboj/16.1.44PMC1169612

[25] E. Yifrach, S. Fischer, S. Oeljeklaus, M. Schuldiner, E. Zalckvar, B. Warscheid, Defining the mammalian peroxisomal proteome, in *Subcellular Biochemistry* (Springer, 2018), pp. 47–66.10.1007/978-981-13-2233-4_230378018

[26] K. Knoops, S. Manivannan, M. N. Cepińska, A. M. Krikken, A. M. Kram, M. Veenhuis, I. J. van der Klei, Preperoxisomal vesicles can form in the absence of Pex3. J. Cell Biol. 204, 659–668 (2014).2459017110.1083/jcb.201310148PMC3941047

[27] A. Maekiniemi, R. H. Singer, E. Tutucci, Single molecule mRNA fluorescent in situ hybridization combined with immunofluorescence in *S. cerevisiae*: Dataset and quantification. Data Brief 30, 105511 (2020).3236858110.1016/j.dib.2020.105511PMC7186551

[28] F. Gallardo, P. Chartrand, Visualizing mRNAs in fixed and living yeast cells. Methods Mol. Biol. 714, 203–219 (2011).2143174310.1007/978-1-61779-005-8_13

[29] H. Wu, R. de Boer, A. M. Krikken, A. Akşit, W. Yuan, I. J. van der Klei, Peroxisome development in yeast is associated with the formation of Pex3-dependent peroxisome-vacuole contact sites. Biochim. Biophys. Acta Mol. Cell. Res. 1866, 349–359 (2019).3059516110.1016/j.bbamcr.2018.08.021

[30] K. Knoops, R. De Boer, A. Kram, I. J. Van Der Klei, Yeast pex1 cells contain peroxisomal ghosts that import matrix proteins upon reintroduction of Pex1. J. Cell Biol. 211, 955–962 (2015).2664451110.1083/jcb.201506059PMC4674281

[31] W. Kukulski, M. Schorb, M. Kaksonen, J. A. G. Briggs, Plasma membrane reshaping during endocytosis is revealed by time-resolved electron tomography. Cell 150, 508–520 (2012).2286300510.1016/j.cell.2012.05.046

[32] C. H. Jan, C. C. Williams, J. S. Weissman, Principles of ER cotranslational translocation revealed by proximity-specific ribosome profiling. Science 346, 1257521 (2014).2537863010.1126/science.1257521PMC4285348

[33] N. Aviram, T. Ast, E. A. Costa, E. C. Arakel, S. G. Chuartzman, C. H. Jan, S. Haßdenteufel, J. Dudek, M. Jung, S. Schorr, R. Zimmermann, B. Schwappach, J. S. Weissman, M. Schuldiner, The SND proteins constitute an alternative targeting route to the endoplasmic reticulum. Nature 540, 134–138 (2016).2790543110.1038/nature20169PMC5513701

[34] R. S. Hamilton, I. Davis, Identifying and searching for conserved RNA localisation signals. Methods Mol. Biol. 714, 447–466 (2011).2143175710.1007/978-1-61779-005-8_27PMC3082378

[35] H. Rottensteiner, K. Stein, E. Sonnenhol, R. Erdmann, Conserved function of Pex11p and the novel Pex25p and Pex27p in peroxisome biogenesis. Mol. Biol. Cell 14, 4316–4328 (2003).1451733810.1091/mbc.E03-03-0153PMC207022

[36] D. Zabezhinsky, B. Slobodin, D. Rapaport, J. E. Gerst, An essential role for COPI in mRNA localization to mitochondria and mitochondrial function. Cell Rep. 15, 540–549 (2016).2706846310.1016/j.celrep.2016.03.053

[37] S. Gabay-Maskit, L. Daniel Cruz-Zaragoza, N. Shai, M. Eisenstein, C. Bibi, N. Cohen, T. Hansen, E. Yifrach, N. Harpaz, R. Belostotsky, W. Schliebs, M. Schuldiner, R. Erdmann, E. Zalckvar, A piggybacking mechanism enables peroxisomal localization of the glyoxylate cycle enzyme Mdh2 in yeast. J. Cell Sci. 133, jcs244376 (2020).3317707510.1242/jcs.244376PMC7758625

[38] A. M. Valm, S. Cohen, W. R. Legant, J. Melunis, U. Hershberg, E. Wait, A. R. Cohen, M. W. Davidson, E. Betzig, J. Lippincott-Schwartz, Applying systems-level spectral imaging and analysis to reveal the organelle interactome. Nature 546, 162–167 (2017).2853872410.1038/nature22369PMC5536967

[39] N. Shani, D. Valle, A Saccharomyces cerevisiae homolog of the human adrenoleukodystrophy transporter is a heterodimer of two half ATP-binding cassette transporters. Proc. Natl. Acad. Sci. U.S.A. 93, 11901–11906 (1996).887623510.1073/pnas.93.21.11901PMC38156

[40] N. Shani, P. A. Watkins, D. Vallett, J. W. Littlefield, J. Hopkins, PXA1, a possible Saccharomyces cerevisiae ortholog of the human adrenoleukodystrophy gene. Proc. Natl. Acad. Sci. U.S.A. 92, 6012–6016 (1995).759707110.1073/pnas.92.13.6012PMC41632

[41] M. Hanscho, D. E. Ruckerbauer, N. Chauhan, H. F. Hofbauer, S. Krahulec, B. Nidetzky, S. D. Kohlwein, J. Zanghellini, K. Natter, Nutritional requirements of the BY series of Saccharomyces cerevisiae strains for optimum growth. FEMS Yeast Res. 12, 796–808 (2012).2278091810.1111/j.1567-1364.2012.00830.x

[42] R. D. Gietz, R. A. Woods, Transformation of yeast by lithium acetate/single-stranded carrier DNA/polyethylene glycol method. Methods Enzymol. 350, 87–96 (2002).1207333810.1016/s0076-6879(02)50957-5

[43] I. Yofe, M. Schuldiner, Primers-4-Yeast: A comprehensive web tool for planning primers for *Saccharomyces cerevisiae*. Yeast 31, 77–80 (2014).2440851210.1002/yea.2998

[44] A. Raj, P. van den Bogaard, S. A. Rifkin, A. van Oudenaarden, S. Tyagi, Imaging individual mRNA molecules using multiple singly labeled probes. Nat. Methods 5, 877–879 (2008).1880679210.1038/nmeth.1253PMC3126653

[45] T. Lionnet, K. Czaplinski, X. Darzacq, Y. Shav-Tal, A. L. Wells, J. A. Chao, H. Y. Park, V. de Turris, M. Lopez-Jones, R. H. Singer, A transgenic mouse for in vivo detection of endogenous labeled mRNA. Nat. Methods 8, 165–170 (2011).2124028010.1038/nmeth.1551PMC3076588

[46] J. Schindelin, I. Arganda-Carreras, E. Frise, V. Kaynig, M. Longair, T. Pietzsch, S. Preibisch, C. Rueden, S. Saalfeld, B. Schmid, J. Y. Tinevez, D. J. White, V. Hartenstein, K. Eliceiri, P. Tomancak, A. Cardona, Fiji: An open-source platform for biological-image analysis. Nat. Methods 9, 676–682 (2012).2274377210.1038/nmeth.2019PMC3855844

[47] Y. S. Bykov, N. Cohen, N. Gabrielli, H. Manenschijn, S. Welsch, P. Chlanda, W. Kukulski, K. R. Patil, M. Schuldiner, J. A. G. Briggs, High-throughput ultrastructure screening using electron microscopy and fluorescent barcoding. J. Cell Biol. 218, 2797–2811 (2019).3128912610.1083/jcb.201812081PMC6683748

[48] J. R. Kremer, D. N. Mastronarde, J. R. McIntosh, Computer visualization of three-dimensional image data using IMOD. J. Struct. Biol. 116, 71–76 (1996).874272610.1006/jsbi.1996.0013

[49] S. Berg, D. Kutra, T. Kroeger, C. N. Straehle, B. X. Kausler, C. Haubold, M. Schiegg, J. Ales, T. Beier, M. Rudy, K. Eren, J. I. Cervantes, B. Xu, F. Beuttenmueller, A. Wolny, C. Zhang, U. Koethe, F. A. Hamprecht, A. Kreshuk, ilastik: Interactive machine learning for (bio)image analysis. Nat. Methods 16, 1226–1232 (2019).3157088710.1038/s41592-019-0582-9

[50] U. Weill, I. Yofe, E. Sass, B. Stynen, D. Davidi, J. Natarajan, R. Ben-Menachem, Z. Avihou, O. Goldman, N. Harpaz, S. Chuartzman, K. Kniazev, B. Knoblach, J. Laborenz, F. Boos, J. Kowarzyk, S. Ben-Dor, E. Zalckvar, J. M. Herrmann, R. A. Rachubinski, O. Pines, D. Rapaport, S. W. Michnick, E. D. Levy, M. Schuldiner, Genome-wide SWAp-Tag yeast libraries for proteome exploration. Nat. Methods 15, 617–622 (2018).2998809410.1038/s41592-018-0044-9PMC6076999

[51] F. Madeira, Y. M. Park, J. Lee, N. Buso, T. Gur, N. Madhusoodanan, P. Basutkar, A. R. N. Tivey, S. C. Potter, R. D. Finn, R. Lopez, The EMBL-EBI search and sequence analysis tools APIs in 2019. Nucleic Acids Res. 47, W636–W641 (2019).3097679310.1093/nar/gkz268PMC6602479

[52] U. Weill, N. Cohen, A. Fadel, S. Ben-Dor, M. Schuldiner, Protein topology prediction algorithms systematically investigated in the yeast *Saccharomyces cerevisiae*. Bioessays 41, 1800252 (2019).10.1002/bies.201800252PMC761142231297843

How the deposited data were processed for this re-analysis (not part of the article)

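Footprints of ribosomes labelled near peroxisomes were measured in Pex11-BirA and Pex25-BirA yeast after biotin pulses of 2 or 5 min, each as a streptavidin pulldown with its matched input. There are 8 libraries in 4 pairs and 1 library for each strain, pulse and fraction. The authors trimmed the adapters, removed reads of ribosomal and transfer RNA by mapping with Bowtie, kept uniquely mapped reads without mismatches and deposited a count of P sites for each coding sequence. The authors also deposited RPKM values, scaled by the length of the counted sequence and by a library total that is larger than the sum of the listed counts. The genome build behind the files is not named in the paper's text; 5887 of the 5890 reading frames were matched by systematic name to the R64 reference, from which coordinates and the name PEX35 were taken. RPKM is empty for 119 reading frames.

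Before any values were combined, the files were compared with one another. The Pex25-BirA 5 min input and pulldown are identical to the 2 min input and pulldown, so 3 distinct pairs were used. Log2 enrichment was computed from RPKM without a pseudocount, transcripts with fewer than 100 footprints in an input of the experiments used were left out, as were reading frames not matched to a protein-coding gene of the reference, which stands in for the list of dubious frames, and none of the listed frames is encoded in mitochondria. The limit of 0.5 was applied to the plain log2 ratio, since the supplementary table and Fig. 3D print it that way; the z-scored form that the methods describe is an alternative. Precision at this depth is given by 95% Clopper-Pearson intervals on pulldown footprints among pulldown and input footprints, and for differences between strains by normal-approximation intervals. These cover counting error only, since footprint reads need not be independent molecules.

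The test across experiments was edgeR's quasi-likelihood test on the deposited counts (edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, R 4.3.3), with TMM normalization and the experiment as a block, an adjusted p-value limit of 0.05 (Benjamini-Hochberg) and a mean log2 enrichment above 0.5. The plan named limma for files with RPKM and edgeR for files with counts; the files hold both, so edgeR was used and limma is an alternative. The condition on size was first run with edgeR's own log2 fold change; the mean log2 enrichment, which is how the plan words it, was taken after those counts had been seen, and both are given. The test was run on simulated data for 1188 genes with 200 of them changed, each by the same amount in every experiment. There 99.5% of the changed genes were recovered and 0.50% of the called genes were unchanged. These rates do not cover transcripts whose enrichment differs between experiments, such as PEX25, which the real test did not call. Gene lists were described by the percentile of their median among 10000 random lists matched on deciles of mean input RPKM, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1; in simulated lists without a difference, 5.0% fell outside the central 95%.

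The transcripts named in the text, apart from PEX5, were fixed by a rule. It took the 14 transcripts of the peroxisomal group and the 8 of the ER group that the paper names or shows in Fig. 3D. It took 6 proteins that carry biotin of their own as well. It also took the 10 transcripts with the highest minimum log2 enrichment and at most 3 with the largest difference between strains. Values of some single transcripts are not reported here, although the counts and medians over lists include them. Peroxisomal and mitochondrial lists were taken from the descriptions of the part of Table S1 that was read, which is sorted by enrichment, so their background is restricted to the same reading frames. Alternatives were another filter, pseudocount, scaling, threshold, test and choice of experiments, most of them set before the data were examined. The share enriched in each cellular compartment was left out, because no annotation of compartments was used here. The ER profiling with Sec63-BirA was not analysed here.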

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

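All tests in this part were chosen after the results had been seen. 8 transcripts that the paper does not discuss were among the 10 with the highest minimum log2 enrichment over the 3 distinct experiments. Their minimum was 3.02 for RGR1, 2.89 for SNF5, 2.72 for PYC2, 1.60 for PYC1, 1.47 for VPS13, 1.35 for GAL11, 1.31 for SMI1 and 1.30 for YSP2. RGR1 was enriched as strongly as PEX19. Counting error was tested by choosing 10 transcripts outside the peroxisomal and ER groups on both 2 min experiments. The Pex11-BirA 5 min experiment, whose reads had no part in the choice, was then examined. There 10 of the 10 were above 0.5, against 9.26% of 1177 other transcripts. Gene length was tested because most of the 8 transcripts are long, with a median coding sequence of 3393 nucleotides. SMI1 is shorter, at 1518 nucleotides. Of the 93 other tested transcripts at least that long, 4.30% were enriched in every experiment, against 1.68% of all tested transcripts. Of all 97, those among the 8 included, it was 8.25%. The length limit was taken from the 8, so this last share cannot test the effect of length. The share of 4.30% was above 1.68%, but this difference was not tested, and most long transcripts were not enriched. The pattern cannot be told apart from an effect of length. A pulldown from cells without BirA was not analysed here, and binding of a nascent chain or of another biotinylated protein to the beads cannot be told apart from translation near peroxisomes with these libraries.

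PYC1 and PYC2 encode pyruvate carboxylases, which carry biotin of their own, so biotin carried by the proteins themselves may bring ribosomes with their nascent chains to streptavidin without BirA. Of the transcripts of the other 4 listed biotin proteins, 1 (HFA1) was above 0.5 in every experiment, but it had only 56, 18 and 52 input footprints, and with Pex25-BirA its value of 0.57 (95% interval 0.09 to 1.06) became 0.41 with a pseudocount of 1. The transcripts of ACC1, DUR1,2 and ARC1 were above 0.5 in no experiment. With Pex11-BirA after 2 min, Pex11-BirA after 5 min and Pex25-BirA after 2 min, ACC1 was at 0.29, 0.17 and 0.33. In the same order, DUR1,2 was at -0.12, -0.54 and 0.24, and ARC1 at -0.07, -0.01 and -0.03. This leaves the explanation open for PYC1 and PYC2 and does not extend to the whole group. Reads shared between the paralogs PYC1 and PYC2 were not examined, since no genome sequence was used here.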

How the results depend on the processing

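Most alternatives were set before the data were examined; those chosen after seeing the data are named as such. The count of transcripts enriched in every experiment was 20. It stayed within 1.5 times that with the mean of the pulses (28), median subtraction (14), a filter on the pulldown as well (20) and a pseudocount of 1 (20). The count was also 20 with all reading frames kept, which left the number tested at 1188. With all deposited pairs used as if independent it was 20, but it could not change, since the added Pex25-BirA pair is identical to another. It was 72 over both 2 min experiments, 44 with z-scored enrichments, 12 at a threshold of 1, 116 without the input filter and 3 with at least 500 input footprints. It ran from 28 to 72 across the 3 counts that each left out one experiment, and was 231 over both 2 min experiments without the filter, a combination chosen after seeing the data. On the same 1188 transcripts, 23 passed over both 2 min experiments (chosen after seeing the data), against 72 of 3070, so the Pex11-BirA 5 min input, which decides which transcripts can be judged, limits this count. The cause of the other changes was not tested.

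The test across experiments called 15 transcripts. It called 19 with DESeq2's size factors in place of TMM, 18 without the pair block and 14 with edgeR's own log2 fold change, a reading run first and set aside after it had been seen. The count was 87 without the input filter, 43 with DESeq2, and, with limma on log2(RPKM + 0.1), 59, with trend and robust fitting 53, with array weights 66 and with a pseudocount of 1 59. It ran from 8 to 61 across the 3 fits that each left out one experiment on the same transcripts, and from 8 to 61, with 56 without the Pex11-BirA 5 min pair, when the input filter was applied again to the pairs kept, which was chosen after seeing the data. Below the opposite limit, 0 transcripts were called, but 1 was with edgeR's own log2 fold change, 1 without the input filter (68 at an unadjusted p-value under 0.05), 1 without Pex11-BirA 5 min, 2 without Pex25-BirA 2 min and 5 without Pex11-BirA 5 min when the filter was applied again. The cause was not tested.

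The median of the mean log2 enrichment over the peroxisomal group was 3.25 with the 2 that pass the filter, PEX25 and the chaperone transcript PEX19. It was 2.05 for all 14 without the filter. For the ER group only FAT1 passes the filter (0.08). The ER group's medians under the alternatives, over 1, 4 or 8 transcripts, lay between -0.15 and 0.35, which shows no stability of the group. For the biotin proteins the median of 0.98 became 0.29 with Pex11-BirA 2 min alone, 0.89 with Pex11-BirA 5 min alone, 0.33 with Pex25-BirA 2 min alone and 0.81 without the filter, and ran from 0.31 to 0.97 with one experiment left out. For the peroxisomal descriptions the median of 1.44 became 1.00, 1.70 and 0.54 in the same single experiments and 0.73 without the filter, and ran from 0.92 to 1.53 with one left out; without the 14 named transcripts, 0.54 (3 transcripts, percentile 14.2 of matched lists from the same table) became 0.74 with Pex11-BirA 5 min alone and was 0.55 over 16 transcripts without the filter (percentile 59.0). The difference between strains of the mitochondrial descriptions was 0.54 with at least 500 input footprints, at percentile 96.2, an alternative chosen after seeing the data; the cause was not tested. The differences between strains of PEX11 and PEX25 stayed within their counting intervals. Among values of single transcripts, z-scoring, which changes the scale, moved 80 beyond their counting interval, left 21 within it and reversed 1, SAP30 with Pex25-BirA, to -0.44; a pseudocount of 1 left all 102 within it.

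Alternatives that need a separate Pex25-BirA 5 min experiment (5 min pairs only, and the bait difference at 5 min) were not run because those files equal the 2 min files, and the share enriched per compartment was not run because no compartment annotation was used here. No paired analysis by replicate number was possible because each condition has 1 library; pulldown and input of an experiment were paired as a block.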

Differences from the paper's values

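The paper states 40 enriched transcripts, and 20 were found here. Among the alternatives set before the data were examined, z-scored enrichments (44), the mean of the pulses (28) and leaving out Pex11-BirA 2 min (28) or Pex25-BirA 2 min (55) came within 1.5 times the paper's value, and the others did not. In the part of the paper's Table S1 that was read, 42 transcripts are above 0.5 in all 4 enrichment columns. Here it was 20 over 3 distinct experiments, and the same alternatives came within 1.5 times. Each of these alternatives was counted over the 1188 transcripts, which hold only 2 of the 14 the paper names. A near count is therefore no match of the sets. In the 3 columns that match the distinct experiments, 130 transcripts of the same part are above 0.5, against 20 here. Without the input filter it was 116, the only alternative that came within 1.5 times. In both 2 min columns the same part has 267 and 72 were found here. Without the input filter it was 231, a setting chosen after seeing the values.

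Single transcripts were compared where the part of Table S1 that was read, which is sorted by enrichment, lists them. This left 23 of the named transcripts. Their log2 enrichments with Pex11-BirA and Pex25-BirA after 2 min all differed from Table S1 by less than the counting error, as did those with Pex11-BirA after 5 min. For Pex25-BirA after 5 min, 12 of 23 differed, but the deposited 5 min values equal those of 2 min. The paper's 5 min values do not match these, so different measurements may be compared and the gaps need not come from processing. The value here and the paper's were 2.66 and 2.88 for PEX11, 2.60 and 0.91 for PXA1, 5.02 and 4.46 for PEX25, 2.43 and 1.40 for PEX35, 1.80 and 2.23 for PEX6, and 3.99 and 4.28 for PEX19. They were 4.26 and 3.89 for RGR1, 3.12 and 3.51 for SNF5, 1.47 and 1.02 for VPS13, 1.35 and 1.73 for GAL11, 1.55 and 1.37 for SMI1, and 1.38 and 1.04 for YSP2. With a pseudocount of 1, PXA1 (1.66) and PEX35 (2.12) fell within the counting error of the paper's values, and no alternative closed the other gaps. For the same reason, this does not show that a pseudocount explains the gaps of PXA1 and PEX35.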

Other observations

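All tests in this part were chosen after the results had been seen. The Pex25-BirA 5 min files hold the values of the 2 min files. Against Table S1, the log2 RPKM of this pulldown had an SD over reading frames of 0.047 in the paper's 2 min column and 0.327 in its 5 min column, while the Pex11-BirA 5 min pulldown had 0.0895 in its own column. This is consistent with the 5 min files being a second copy of the 2 min data, and the 5 min Pex25-BirA measurement behind Table S1 was not analysed here.

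The 15 transcripts called by edgeR's test were set against the other ways of swapping pulldown and input within experiments. Of the 4 distinct assignments, 1, the real one, gave as many. With so few assignments the share can never fall under 0.05, so chance cannot be excluded by this count.

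Each bait transcript was more enriched in the strain that carries its fusion. Counting error is too small for this, since the lower 95% bound of the PEX11 difference was 1.74. A lower input in the own strain cannot account for PEX11, whose input was higher there, by 0.25 on the log2 scale. For PEX25 the input was higher in the Pex11-BirA strain than in its own, by 0.75 on the log2 scale, against a difference in enrichment of -2.56, so a part of it cannot be told apart from the input. A hypothesis is that a ribosome making the BirA fusion may label itself, which was not tested.

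Transcripts of mitochondrial ribosomal proteins, chosen by name after seeing the data, were more enriched with Pex11-BirA than with Pex25-BirA after 2 min, by a median of 0.21 over 54 transcripts against -0.15 over all 3070. A shift of all transcripts between the strains would place the list in the middle of random lists matched on input RPKM, but it lay at percentile 100. Whether low counts contribute could not be decided, since 0 of these transcripts had at least 500 footprints in both inputs. With 1 pair per strain, the difference cannot be told apart from a difference between single libraries.

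With Pex11-BirA, PEX11 fell by 1.01, PEX19 by 1.26 and PEX25 by 0.76 on the log2 scale from 2 to 5 min, while of the other reported transcripts of their group some fell and others rose, with overlapping intervals, and the median of the 14 went from 1.70 to 2.05. If labelling of other ribosomes during the longer pulse lowered all enrichments equally, other transcripts above 1 with Pex25-BirA would fall as much. Their median change over 11 transcripts was -0.15, and 6 of the 11 fell, but most of the 11 are weakly enriched and could not show a loss that grows with enrichment. Of the 3 above 2 with Pex25-BirA, which are PYC2, SNF5 and RGR1, 3 fell, by a median change of -0.74. A loss of contrast that grows with enrichment therefore cannot be told apart from a fall of particular transcripts, with 1 pair per pulse and different depths.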
